# Changes in Global Gene Expression Associated with 3D Structure of Tumors: An *Ex Vivo* Matrix-Free Mesothelioma Spheroid Model

**DOI:** 10.1371/journal.pone.0039556

**Published:** 2012-06-21

**Authors:** Heungnam Kim, Yen Phung, Mitchell Ho

## Abstract

Tumor microenvironments present significant barriers to anti-tumor agents. Molecules involved in multicellular tumor microenvironments, however, are difficult to study ex vivo. Here, we generated a matrix-free tumor spheroid model using the NCI-H226 mesothelioma cell line and compared the gene expression profiles of spheroids and monolayers using microarray analysis. Microarray analysis revealed that 142 probe sets were differentially expressed between tumor spheroids and monolayers. Gene ontology analysis revealed that upregulated genes were primarily related to immune response, wound response, lymphocyte stimulation and response to cytokine stimulation, whereas downregulated genes were primarily associated with apoptosis. Among the 142 genes, 27 are located in the membrane and related to biologic processes of cellular movement, cell-to-cell signaling, cellular growth and proliferation and morphology. Western blot analysis validated elevation of MMP2, BAFF/BLyS/TNFSF13B, RANTES/CCL5 and TNFAIP6/TSG-6 protein expression in spheroids as compared to monolayers. Thus, we have reported the first large scale comparison of the transcriptional profiles using an ex vivo matrix-free spheroid model to identify genes specific to the three-dimensional biological structure of tumors. The method described here can be used for gene expression profiling of tumors other than mesothelioma.

## Introduction

Most human cells are located in and around blood vessels. It is this architecture that facilitates the delivery of oxygen and nutrients to the cells and allows for the efficient delivery of drugs [1], [2]. The proliferation of solid tumor cells forces blood vessels apart, creating a population of cells distant from vessels. The resultant tumor microenvironment is recognized as a hallmark of drug resistance found in solid tumors with studies showing that drugs can usually penetrate a few cell diameters from blood vessels into the tumor tissue [1].

The 3D spheroid model has emerged as the method of choice to study many aspects of malignant cell behavior *ex vivo* [3], [4]. Spheroids reflect many important properties of solid tumors, including the development of an extracellular matrix (ECM), cellular junctions between epithelial cells, and gradients of nutrient concentration and cell proliferation from the exterior to the center. Spheroids can develop central necrosis and regions of hypoxia. Interestingly, Bissell and colleagues for the first time found that all signal transduction pathways were integrated reciprocally in 3D laminin-rich ECM on-top cultures of breast cancer while these pathways appear to be disconnected on 2D monolayer tissue culture [5]. *Ex vivo* 3D culture of many other tumor types (including mesothelioma) has not been evaluated by global gene expression profiling. The role of a laminin-rich artificial ECM in both *in vitro* and *in vivo* tumor progression and morphology is well-documented [6], [7], [8]. It is not clear whether an artificial ECM plays a role in the expression profiling of 3D tumor culture. To address this issue, we think it is important to evaluate global gene expression profiling without artificial ECM.

Here, we performed large global gene expression profiling using an *ex vivo* matrix-free tumor model. In this way, we focused on gene expression profiling related to the 3D structure of tumors independent of artificial ECM. We chose NCI-H226 cells as the cell model for mesothelioma in the present study given that the cell line is (*a*) one of the NCI-60 cancer cell models (http://dtp.nci.nih.gov/docs/misc/common_files/cell_list.html), and (*b*) widely used in mesothelioma research as cell and preclinical tumor models [3], [9].

## Materials and Methods

### Cell line

The human mesothelioma cell line, NCI-H226, was obtained from the American Type Culture Collection (ATCC; Rockville, MD). The cell line was maintained as adherent monolayer cultures in RPMI 1640 medium (Invitrogen, Carlsbad, CA) supplemented with 10% fetal bovine serum (HyClone, Logan, UT), L-glutamine, pyruvate, nonessential amino acids, and penicillin-streptomycin (Invitrogen, Carlsbad, CA) and incubated in 5% CO_2_ with balance of air at 37°C. Cells were seeded at 2×10^5^/mL in T-75 tissue culture flasks (Corning Incorporated, Acton, MA). Cells were harvested and the media were changed twice a week. Cells were confirmed to be negative for mycoplasma.

### Spheroid formation

We made *ex vivo* tumor spheroids following the protocol previously described [3], [10]. A 96-well Greiner suspension culture plate (Sigma, St. Louis, MO) was coated with 50 µL of 5 mg/mL of poly-HEMA (poly-2-hydroxyethyl methacrylate; Sigma-Aldrich) in 95% ethanol and evaporated with lid on at room temperature for 72 hours. Mesothelioma cells were grown to near confluency and dissociated into single cells with Accutase (BD Biosciences, San Jose, CA). Each well contained 10,000 cells for one spheroid. The plate was then centrifuged at 1000 rpm for 10 minutes to initiate cell-cell interaction and incubated at 37°C, 5% CO_2_ for 24 hours. The spheroids are stable for 48–72 hours and can be easily transferred using a regular pipette without dissociating.

### Microarray analysis

Microarray analysis experiments were performed in triplicates. A total of six samples (three for monolayers and three for spheroids) were analyzed. Total RNA was prepared from NCI-H226 spheroid and monolayer cells using RNeasy Plus Mini Kit according to the manufacturer's instructions (Qiagen, Valencia, CA). Eight micrograms of total RNA was amplified using the one-cycle amplification method (Affymetrix, Santa Clara, CA). Twenty micrograms of aliquot of labeled cRNA was fragmented by heat and ion-mediated hydrolysis, and hybridized to a Human Genome U133A Plus 2.0 Array (47,000 transcripts and variants including 38,500 human genes; SAIC-Frederick, Frederick, MD). The arrays were washed and stained in a Fluidics Station 450 and scanned using a GeneChip Scanner 3000 (Affymetrix, Santa Clara, CA) and GeneChip Operating Software (Affymetrix). Expression values for each sample from microarray were normalized to median expression values. Statistical analyses including a student's *t*-test was performed using Genespring GX 7.3 software (Santa Clara, CA). *p* values less than 0.05 were considered significant. Hierarchical clustering was used to group entities and conditions based on the similarity of expression profiles. The raw data has been deposited at the National Center for Biotechnology Information Gene Expression omnibus (GEO) with accession number GSE37629.

### Gene ontology analysis

One hundred forty two transcripts with a five or greater fold change in expression as well as a student's *t*-test output of <0.05 were used to identify significant differential expression. Gene ontology enrichment analysis was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) functional annotation tool (http://david.abcc.ncifcrf.gov). Twenty seven membrane expressing genes out of 142 transcripts were used to generate biological function using Ingenuity Pathways Analysis (IPA; www.ingenuity.com, Ingenuity Systems, Redwood City, CA). Gene accession numbers were imported into the Ingenuity Pathway Analysis version 3.1 software, and gene products were categorized based on location, cellular components, and reported or suggested biological functions using the software. Mapping to genetic networks available in the Ingenuity database was also performed with ranking by score, the probability that a collection of genes equal to or greater than the number in a network could be achieved by chance alone. A score of three indicates that there is a 1/1000 chance that the focus genes are in a network due to random chance. Therefore, scores of three or higher have a 99.9% confidence level of not being generated by random chance alone. This score was used as the cut-off for identifying gene networks.

### Western blot analysis

NCI-H226 cells were allowed to grow for 48–72 hours. After seeding until approximately 60% confluent, 2×10^6^ monolayer cells were centrifuged and collected, washed with 1 mL PBS and resuspended in 100 µl of immunoprecipitation assay buffer containing 2% SDS and protease inhibitors (“Complete Mini-EDTA Free” protease inhibitor tablet, Roche, Mannheim, Germany) to lyse cells or spheroids. Four cycles of freezing at −80°C and thawing at 37°C were repeated. Protein lysate was centrifuged at 10,000 rpm for 1 minute, supernatant was collected and protein concentration was measured via Coomassie Plus Protein Assay (Thermo Scientific/Pierce, Rockford, IL). Samples containing 50 µg of cell lysate per lane were separated by SDS-PAGE, transferred onto PVDF membranes, and incubated with primary antibodies. The primary antibodies used include polyclonal anti-MMP2 (Santa Cruz Biotechnology, Inc., Santa Cruz, CA), polyclonal anti-TSG-6 (Santa Cruz Biotechnology, Inc.), polyclonal anti-RANTES (Santa Cruz Biotechnology, Inc.) and monoclonal anti-BAFF (R&D Systems, Inc., Minneapolis, MN). Primary antibodies were detected by secondary goat anti-rabbit antibodies or anti-mouse antibodies conjugated with horseradish peroxidase (Jackson ImmunoResearch Laboratories, Inc., West Grove, PA). Signals were visualized by an enhanced luminol-based chemiluminescence Western blotting detection kit (GE Healthcare, Piscataway, NJ).

## Results

### Global gene expressing profiling of 3D mesothelioma spheroids

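NCI-H226 is an established human mesothelioma cell line. Its cells were grown as monolayers or as spheroids, each spheroid seeded with 10000 cells and incubated for 24 hours, and RNA from 3 monolayer cultures and 3 spheroid cultures was hybridized to 1 array each. The array reads RNA with 54675 probe sets, and 1 gene can have several of them. The deposited values are signal intensities on a linear scale that the authors computed with the MAS5 algorithm, with each array scaled to a common trimmed mean of 150.0. The median signal of an array was 14.7, 14.6 and 14.7 in the monolayers and 15.6, 18.0 and 15.2 in the spheroids. Signals were therefore transformed to log2 and each array was centred on its median. After 62 control probe sets were left out, the groups were compared at 54613 probe sets by limma with a mean-variance trend, without a floor or a filter on dim probe sets. A probe set is called upregulated or downregulated in spheroids when its Benjamini-Hochberg adjusted p is under 0.05. Signals are given as mean ± SD with n = 3 arrays per group, and fold changes as the difference of the mean centred log2 values, spheroids minus monolayers. The annotation assigns 1 gene symbol to 41097 probe sets, several symbols to 1801 and none to 11777. A probe set is named after its gene where it has 1 symbol, and otherwise by the gene that the paper's tables give it. Groups of genes were fixed as lists before the data were examined, with each gene read by its probe set of highest mean level. The ratio of 3' to 5' signal of ACTB, a measure of RNA integrity, was 1.09 ± 0.0123 (SD, n = 3) in monolayers and 1.17 ± 0.0603 (SD, n = 3) in spheroids (two-sided exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow, and 0.2 after Benjamini-Hochberg over the 6 control measures compared).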

To identify genes specific to the 3D structure of tumors, we cultured mesothelioma spheroids using the NCI-H226 cell line and compared the global gene expression profiles of NCI-H226 spheroids and monolayers using the Affymetrix Human Genome U133A Plus 2.0 GeneChip microarrays. We used the NCI-H226 mesothelioma cell line, which was originally isolated from the pleural fluid of a malignant mesothelioma patient, and may also be used to grow clinically relevant mesothelioma in mice [9]. We cultured each spheroid from 10,000 cells. After 24 hours of incubation, we found the formation of tight spheroid disks with smooth edges which appeared to be uniform with a diameter of approximately 700 µm with a thickness of 150 µm (Fig. 1). The expression of general mesothelioma markers (mesothelin, cytokeratin 5/6, calretinin, HBME-1, thrombomodulin, and WT-1) in spheroids is consistent with those of mesothelioma specimens [3]. Unlike a previous study using breast cancer cells [5], our spheroid model does not use any matrix [3], [10]. The formation of NCI-H226 spheroids is stably intact. A statistical summary for the differentially expressed probe sets between spheroids and monolayers is shown in Table 1. Out of 54,675 total probe sets, 1,808 probe sets including 639 upregulated probe sets and 1,115 downregulated probe sets were significantly different between the two groups (*p*<0.05) (Table 1).

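Spheroids and monolayers differed at 5149 probe sets, of which 1519 were upregulated and 3630 downregulated in spheroids. MAN1A1, a mannosidase that trims N-linked glycans, rose from a signal of 76.4 ± 16.3 (SD, n = 3) in monolayers to 1718 ± 748 (SD, n = 3) in spheroids (log2 fold change 4.26, standard error 0.32, adjusted p = 4.86e-04 by limma). RGS7, a regulator of G protein signaling, fell from 219.8 ± 38.4 to 20.5 ± 4.44 (log2 fold change -3.58, standard error 0.22, adjusted p = 2.88e-04 by limma). Changes were over 2-fold at 2622 of the probe sets (979 up, 1643 down), over 3-fold at 1026 (549 up, 477 down) and over 5-fold at 444 (285 up, 159 down). The balance of the directions depended on the scaling, which was not settled here. As deposited, the control signals bioB, bioC, bioDn and creX were higher in spheroids by 0.14, 0.20, 0.14 and 0.21 on the log2 scale. None passed the exact permutation test (adjusted p = 0.48, 0.45, 0.2 and 0.2). On the values as deposited, without centring, spheroids lay 0.14 higher on the log2 scale at the median probe set, and 5424 probe sets changed (2561 up, 2863 down), 4343 of them among the 5149. After quantile normalization 5422 changed (2455 up, 2967 down), 4352 of them among the 5149. Over 2-fold, 3-fold and 5-fold the values as deposited gave 1352 up and 1086 down, 705 up and 305 down, and 347 up and 101 down. All changes elsewhere are given relative to the array median. On the centred values the groups did not overlap at 15173 probe sets, which is 27.8% of those tested, where chance gives 10%.
The counts also moved with the test and with single arrays. Limma without the trend called 457 probe sets and the methods' t-test, with the same adjustment, 1241. Without monolayer 2 the count was 2438, without monolayer 3 it was 2473, without spheroid 2 it was 3047 and without spheroid 3 it was 2817, while 648 probe sets changed over 3-fold without spheroid 3 and 283 over 5-fold without monolayer 3. The directions moved as well: the upregulated ones over 2-fold, 3-fold and 5-fold were 504, 316 and 175 without spheroid 3, and the downregulated ones were 1079 over 2-fold without spheroid 2, 300.0 over 3-fold without monolayer 3, and 61 and 60 over 5-fold without monolayers 2 and 3.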

**Figure 1:**
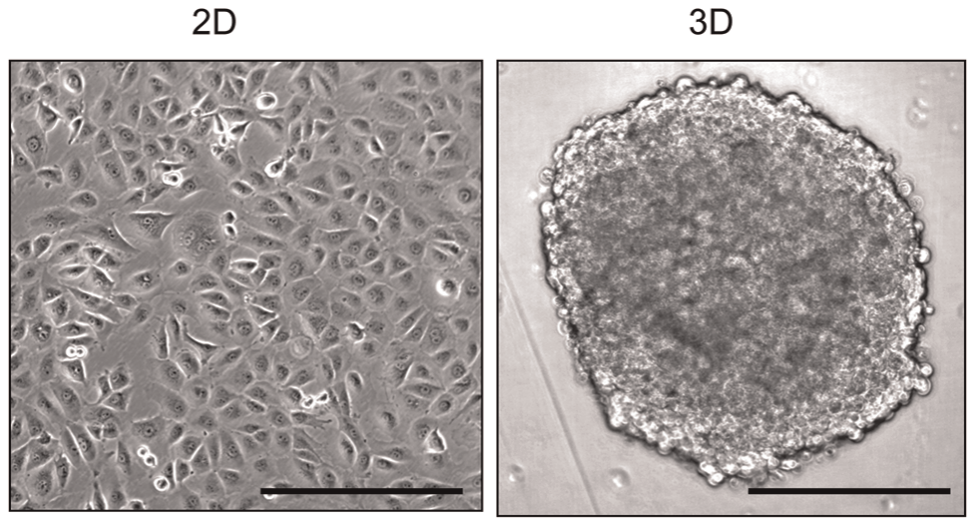
The *ex vivo* tumor spheroid model. Microscopic images of monolayers and spheroids of human mesotheliomoa cell line NCI-H226. 2D: monolayers; 3D: spheroids. Scale: 400 μm.

**Table 1:** Statistics for microarray with a *p* value <0.05.

Fold Changes	Number of Probe sets	
>2	901	Up: 397
		Down: 504
>3	368	Up: 220
		Down: 148
>5	142	Up: 112
		Down: 30

Gene expression analysis was performed using the Affymetrix Human Genome U133 Plus 2.0 GeneChip Array (54,675 probe sets). A statistical analysis was performed using Genespring GX 7.3 software. Data used with a *p* value <0.05. *p*-value computation was performed using asymptotic, multiple testing correction (Benjamini-Hochberg).

In this analysis, 142 probe sets (112 upregulated probe sets and 30 downregulated probe sets) in NCI-H226 spheroids compared to monolayers exhibited at least a five fold-change in expression levels and a *p*-value <0.05 (Table S1). 

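The upregulated genes with the largest changes, apart from TNFAIP6, CCL5 and LCN2, included a chitinase-like protein, a cytokine and an enzyme of prostaglandin synthesis. CHI3L1, a secreted chitinase-like glycoprotein, had a signal of 37.3 ± 41.7 in monolayers and 748 ± 138 in spheroids (SD, n = 3 each), a log2 fold change of 4.76 (standard error 0.63, adjusted p = 0.00247 by limma). IFI44L, an interferon-stimulated gene, rose from 2.18 ± 1.51 to 67.9 ± 29.3 (log2 fold change 5.14, standard error 0.80, adjusted p = 0.00512 by limma). IL33, an alarmin cytokine, rose from 3.77 ± 2.52 to 141 ± 103 (log2 fold change 4.97, standard error 0.90, adjusted p = 0.0101 by limma), and PTGS2, the inducible cyclooxygenase of prostaglandin synthesis, from 3.69 ± 2.62 to 68.0 ± 6.22 (log2 fold change 4.37, standard error 0.58, adjusted p = 0.00256 by limma). SERPINB3, a protease inhibitor of squamous epithelia, had a log2 fold change of 5.04 at a monolayer signal of 0.904 ± 0.589, and 1.47 (adjusted p = 0.0100 by limma) at a second probe set. CA12, a membrane carbonic anhydrase, ITGA1, the collagen receptor subunit integrin alpha 1, and PIK3IP1, an inhibitor of PI3 kinase, rose by log2 fold changes of 4.26, 4.16 and 4.14 (standard errors 0.56, 0.60 and 0.37). C11orf96 and MRGPRX3, an orphan G protein-coupled receptor, rose by 4.69 and 4.26 on the log2 scale (standard errors 0.51 and 0.63).
Among the downregulated genes, CDA, a cytidine deaminase of pyrimidine salvage, fell from 25.8 ± 11.0 to 1.93 ± 0.690 (log2 fold change -3.86, standard error 0.56, adjusted p = 0.00381 by limma), and SLC25A15, the mitochondrial ornithine carrier, from 27.0 ± 4.52 to 2.33 ± 1.84 (log2 fold change -3.97, standard error 0.63, adjusted p = 0.00564 by limma). IGFBP5, which binds insulin-like growth factors, had a log2 fold change of -3.57 (standard error 0.47), ZNF618 -3.62 (standard error 0.56) and ANKRD16 -3.40 (standard error 0.45). The other genes among the largest changes lost their call without each of at least 2 single arrays, without the trend and by the methods' t-test: LOC101926959, which rose by 4.51 on the log2 scale (standard error 0.96, adjusted p = 0.0199 by limma), and TFPI, LINC02551, BAIAP2 and ANKS6, with log2 fold changes of -3.50, -3.49, -3.46 and -3.41 (standard errors 0.86, 0.91, 0.79 and 0.73). Without 1 array LOC101926959 moved to 3.24 (monolayer 2) and 5.49 (monolayer 3), TFPI to -4.42 (monolayer 1), LINC02551 to -2.60 (monolayer 1) and -4.22 (spheroid 1), BAIAP2 to -2.72 (spheroid 1) and -4.41 (spheroid 3) and ANKS6 to -2.38 (spheroid 1).
The size of several of these changes rests on values near the bottom of the scale, where signal over background is not known. The lower group's mean signal lay under the 20th percentile, a signal of 3.11, for the first SERPINB3 probe set, IFI44L, CA12, CDA, SLC25A15, ZNF618, TFPI and LINC02551, so their fold changes are not exact. With values below it raised to it the log2 fold changes were 3.12 for SERPINB3, 4.21 for IFI44L, -3.03 for CDA, -3.01 for SLC25A15, -2.86 for ZNF618, 3.65 for LOC101926959, -2.56 for TFPI, -2.46 for LINC02551 and -2.68 for BAIAP2, and the last 3 did not pass.
All 142 probe sets of Table S1 passed limma in the table's direction, 112 up and 30 down, and 142 passed when adjusted over the list alone, which is not independent evidence because the study chose them on these samples. Their fold changes ran from 4.58 to 65.1, with a median of 8.20 for the upregulated and 7.03 for the downregulated probe sets, and 128 were over 5-fold. Without the trend the calls of CHI3L1, IFI44L, IL33, PTGS2, ITGA1, MRGPRX3, SLC25A15 and IGFBP5 ended, as did that of the second SERPINB3 probe set. Besides TNFAIP6, CCL5 and LCN2, only PIK3IP1 and ANKRD16 of the genes named here passed the methods' t-test. With values below the 20th percentile raised to it, or without spheroid 2 or 3, IL33 did not pass, and the second SERPINB3 probe set did not pass without spheroid 3. Without monolayer 1 the log2 fold changes of CHI3L1, IFI44L, ITGA1, C11orf96, MRGPRX3 and IGFBP5 were 5.66, 4.23, 3.31, 4.05, 3.47 and -2.98. Without monolayer 2 those of IL33 and PTGS2 were 4.12 and 3.71, and without spheroid 1 those of IL33 and SLC25A15 were 5.92 and -4.61.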

The significantly changed 142 probes were used for hierarchical clustering and gene ontology analysis. As shown in Figure 2, hierarchical cluster analysis of significantly differentially expressed genes successfully segregated NCI-H226 spheroids and monolayers. Samples with similar patterns of expression of the genes studied were clustered together, as indicated by the dendrogram. 

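The spheroids resembled each other, and the monolayers each other, more than the groups resembled one another. Over the 142 probe sets of Table S1, which include TNFAIP6 and CCL5, the mean Pearson correlation between arrays was 0.982 within groups and 0.634 between groups. Over all probe sets it was 0.943 within groups, with a lowest value of 0.937, and 0.929 between groups, with a highest value of 0.933. Average linkage clustering on all probe sets and on the Table S1 probe sets parted the arrays into a branch of the 3 spheroids and a branch of the 3 monolayers. In both trees monolayer 1 joined the other monolayers last, at a distance of 0.0621 over all probe sets, where monolayers 2 and 3 joined at 0.0502 and all 3 spheroids at 0.0569. The probe sets of Table S1 were chosen for differing between these arrays, so their separation is not independent evidence of it.

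**Figure D1:**
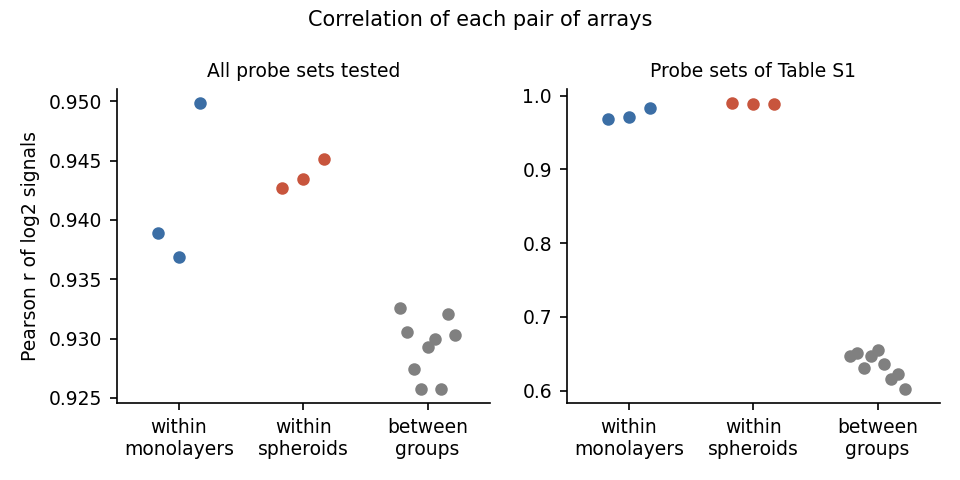
Pearson correlation of centred log2 values for each pair of arrays, within monolayers, within spheroids and between the groups, over all probe sets (left) and over the Table S1 probe sets (right), on different vertical scales. Each point is 1 pair of arrays; every pair within a group lies above every pair between groups, with 0.937 against 0.933 as the nearest values over all probe sets and 0.969 against 0.656 over Table S1.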

The hierarchical clustering of the 142 genes that were most differentially expressed in the NCI-H226 spheroid cells versus the H226 monolayer cells is illustrated.

**Figure 2:**
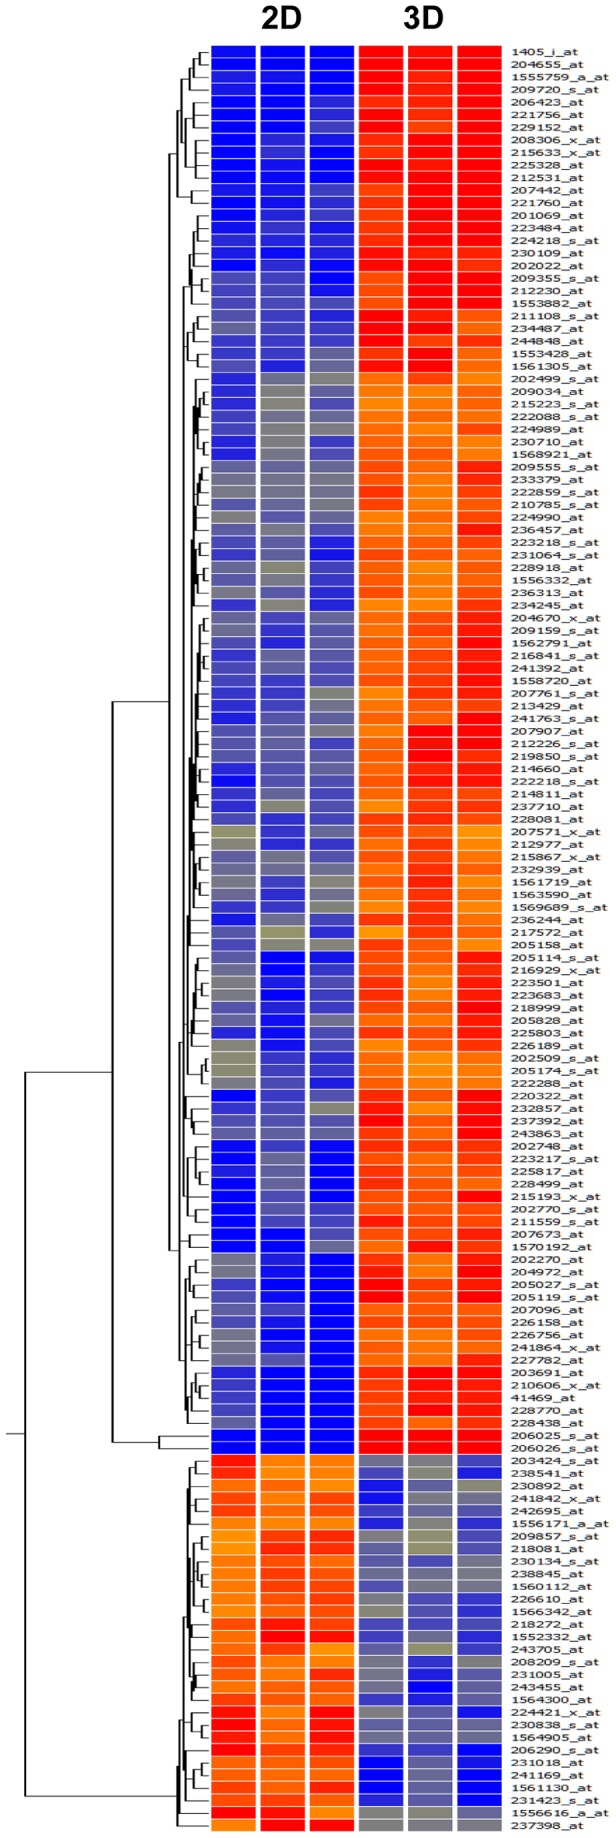
Hierarchical clustering of microarray data. Differentially expressed 142 probe sets with a five or greater fold change in expression as well as a student's *t*-test output of *p*<0.05 were visualized by Genespring program. Red indicates higher expression of the gene in NCI-H226 spheroid cells compared with monolayer cells (up-regulated), and green indicates lower expression of the gene compared with the NCI-H226 monolayer cells (down-regulation). Each row represents the expression level for the transcripts tested for an individual sample. Each column shows the expression levels for a single transcript tested for different samples. The entire list of 142 probes is presented in Table S1. 2D: monolayers; 3D: spheroids.

### Functional analysis of differential genes

To gain insight into the biological significance of the 142 probe sets identified in our microarray analysis, we interrogated the gene list for enrichment of known biological categories and performed Database for Annotation, Visualization and Integrated Discovery (DAVID) gene ontology analysis (Table 2). DAVID gene ontology determined the functional categories of significantly affected genes. DAVID analysis indicated that upregulated genes primarily affected immune response, wound response, lymphocyte stimulation and response to cytokine stimulation, whereas downregulated genes were primarily associated with apoptosis (SOD2, SPHK2 and CIAPIN1). 

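Genes of cytokine signaling and of the interferon response were upregulated in spheroids. Of 28 measured cytokines and chemokines, 18 were higher, none was lower and 10 did not pass limma (23 higher when adjusted over the list alone). CSF3, the granulocyte colony-stimulating factor, rose from a signal of 3.50 ± 0.427 to 57.9 ± 26.6 (log2 fold change 3.80, standard error 0.44, adjusted p = 0.00149 by limma), and CCL2, a chemokine that attracts monocytes, from 1205 ± 304 to 3954 ± 327 (standard error 0.21 on the log2 scale, adjusted p = 0.00229 by limma). Errors of signals are SD with n = 3. Of 24 interferon-stimulated genes, 15 were higher and 9 did not pass (20 higher when adjusted over the list alone). GBP2, an interferon-induced GTPase, rose by 3.22 on the log2 scale (standard error 0.23) to 150.2 ± 8.77, OAS2, which activates RNase L, by 3.14 (standard error 0.36), and the exonuclease ISG20 by 2.18 (standard error 0.28). Of 17 feedback and target genes of NF-kB, 8 were higher, 1 was lower and 8 did not pass (11 higher and 1 lower when adjusted over the list alone). The IkB family member NFKBIZ rose from 329 ± 54.7 to 2254 ± 135 (log2 fold change 2.64, standard error 0.17). Of 15 acute phase and complement genes, 7 were higher and 8 did not pass (8 higher when adjusted over the list alone), among them the elastase inhibitor PI3 at 236 ± 105 in monolayers and 3215 ± 292 in spheroids and complement factor B (CFB) at 533 ± 418 in monolayers and 4892 ± 195 in spheroids (log2 fold changes 3.71 and 3.33). By camera with a preset correlation the cytokine, interferon, NF-kB and acute phase lists were higher than other genes (adjusted p = 3.96e-16, 2.72e-15, 4.13e-07 and 1.30e-08), but adjusted p = 0.156, 0.258, 0.187 and 0.156 with an estimated correlation. In the same order 3, 2, 3 and 2 of the measured members are read by a probe set that Table S1 had already selected on these samples. Members that Table S1 lists only at a dimmer probe set are not in these counts.
Of 10 class II genes, only HLA-DRB1 was higher (19.4 ± 5.65 in monolayers and 307 ± 58.2 in spheroids, log2 fold change 3.87, standard error 0.27) and 9 did not pass (3 higher when adjusted over the list alone), with CD74, the class II invariant chain, at 0.85 (standard error 0.25, adjusted p = 0.0669 by limma). CD74 passed on the values as deposited, after quantile normalization and among probe sets above the median level alone. The class II list was called by camera with a preset correlation (adjusted p = 0.00934), but adjusted p = 0.344 with an estimated correlation. Of 11 class I genes, 2 were higher, 1 was lower and 8 did not pass (2 higher and 1 lower when adjusted over the list alone). HLA-E and TAPBP were the higher ones and TAP2 the lower one, and none of the 3 passed without the trend, with values below the 20th percentile raised to it, or without any one of monolayers 2 and 3 and spheroids 1 and 3. Of 12 leukocyte markers, 10 endothelial markers and 10 fibroblast markers, limma called 0, 0 and 2 higher and none lower. At an unadjusted p under 0.05 limma gave 2, 1 and 2 higher and none lower, and the methods' t-test called 0 in each list. PTPRC, a leukocyte marker, had a log2 fold change of 1.83 and passed without monolayer 1 (2.34), and VWF, an endothelial marker, had 2.01 and passed without spheroid 2 (2.77). The brightest leukocyte marker in spheroids was ITGAM at 86.5 ± 23.6, with 81.5 ± 20.3 in monolayers, and the brightest endothelial marker TIE1 at 117 ± 51.4, with 143 ± 107 in monolayers.
The methods' t-test called 2 cytokines and chemokines, 1 interferon-stimulated gene, 2 NF-kB targets, 2 acute phase genes and 1 class II gene higher, and 1 NF-kB target lower. It called 0 class I genes, where limma at an unadjusted p under 0.05 gave 2 higher and 1 lower. Without the trend CCL2, ISG20 and CFB did not pass, and by the methods' t-test these and OAS2 did not. Without monolayer 1 the log2 fold change of CFB was 3.93.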

Table 3 shows 27 genes differentially expressed and associated with cell membrane between NCI-H226 spheroids and monolayers. 

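The membrane and secreted genes of Table 3 were upregulated as a group: all 27 of its probe sets passed limma, and 27 when adjusted over the list alone. The study chose these genes on these samples, so neither count is independent evidence. PLPP3, listed as PPAP2B, a lipid phosphatase, rose from a signal of 139.7 ± 21.8 (SD, n = 3) to 1661 ± 466 (SD, n = 3), with log2 fold change 3.40, standard error 0.22, adjusted p = 2.95e-04 by limma. The formyl peptide receptor FPR1 rose from 22.4 ± 6.21 to 289 ± 86.8 (log2 fold change 3.53, standard error 0.31, adjusted p = 6.88e-04 by limma), the inhibitory receptor PILRA by 3.07 on the log2 scale (standard error 0.21) and the chemokine receptor ACKR3, listed as CXCR7, by 2.45 (standard error 0.24). CGNL1, a junction protein, rose from 31.6 ± 11.6 to 275 ± 35.5 (log2 fold change 3.04), and PDZK1IP1, a small membrane protein, from 295 ± 146 to 2202 ± 134 (log2 fold change 2.87). FDCSP, listed as C4orf7, LST1 and CHI3L2 had log2 fold changes of 3.88, 3.90 and 2.59 (standard errors 0.38, 0.54 and 0.37). The probe set listed as SAA1, an acute phase protein, which the annotation also gives to SAA2 and SAA2-SAA4, rose from 191 ± 119 to 1629 ± 216. Fold changes were over 5-fold for 25 of the 27, and ADGRF4, listed as GPR115, and the glucose transporter SLC2A3 lay below at 4.21 and 4.96. Of the 27 probe sets 15 are also in Table S1.
Of 16 integrin subunits, 3 were higher, none was lower and 13 did not pass limma (5 higher when adjusted over the list alone). They included integrin beta 8 (ITGB8) at 81.7 ± 25.9 in monolayers and 506 ± 94.9 in spheroids and the fibronectin receptor subunit ITGA5 at 169.6 ± 18.0 in monolayers and 384 ± 49.7 in spheroids (log2 fold changes 2.52 and 1.03, standard errors 0.25 and 0.14). Camera with a preset correlation called the integrin list higher (adjusted p = 0.0242), but adjusted p = 0.244 with an estimated correlation. Of 22 tight junction, desmosome and cadherin genes, 4 were higher, 1 was lower and 17 did not pass (4 higher and 2 lower when adjusted over the list alone). Their median log2 fold change was -0.27 and their mean -0.05, while camera ranked them up without passing (adjusted p = 0.626), and without monolayer 1 the median was 0.01. By the methods' t-test 1 integrin and 1 junction gene were higher. Claudin 1 (CLDN1), a seal-forming junction protein, rose from 218 ± 25.3 to 701 ± 288 (log2 fold change 1.45, standard error 0.28, adjusted p = 0.0139 by limma). Limma without the trend called 16 of the 27 and the methods' t-test 13, and ADGRF4, CHI3L2, LST1, CLDN1 and the SAA1 probe set passed neither, PDZK1IP1 and ITGB8 only the former and ITGA5 only the latter. CLDN1 did not pass with values below the 20th percentile raised to it, without monolayer 3 or without spheroid 2.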

We also performed gene ontology analysis using the Ingenuity Pathway Analysis tool, which yielded 17 genes that were identified as biologic processes of cellular movement associated genes, 13 genes that were associated with cell-to cell signaling and 16 genes that were related with cellular growth and proliferation and morphology (Table 4). A Venn diagram using genes in those biological categories shows the identification of common genes (including MMP2, CCL5, TNFSF13B CCL7, CSF2 and LCN2) involved in the biologic processes of cellular movement, cell-to-cell signaling, cellular growth and proliferation and morphology (Figure 3). 

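The common genes were all upregulated in spheroids. LCN2, an iron-siderophore binding protein of innate immunity, rose from a signal of 67.9 ± 17.4 (SD, n = 3) in monolayers to 1380.3 ± 112 (SD, n = 3) in spheroids, a fold change of 18.7 (log2 fold change 4.23, standard error 0.19, adjusted p = 4.92e-05 by limma). CCL7, a monocyte chemokine, rose from 10.4 ± 5.81 to 68.9 ± 12.3 (log2 fold change 2.80, standard error 0.51, adjusted p = 0.0101 by limma). The probe set that Table 3 assigns to CSF2, the granulocyte-macrophage colony-stimulating factor, rose from 39.2 ± 27.8 to 297 ± 122 (log2 fold change 3.11, standard error 0.65, adjusted p = 0.0184 by limma). MMP2, CCL5 and TNFSF13B passed limma as well. Of 14 matrix metallopeptidases, which degrade extracellular matrix, 6 were higher, none was lower and 8 did not pass (6 higher when adjusted over the list alone). The interstitial collagenase MMP1 rose from 34.8 ± 20.4 to 288 ± 55.9, and the stromelysins MMP3 and MMP10 from 23.9 ± 6.17 to 160.0 ± 39.6 and from 29.2 ± 11.1 to 134 ± 15.4 (log2 fold changes 3.07, 2.61 and 2.11). The list was called by camera with a preset correlation (adjusted p = 2.74e-04), but adjusted p = 0.156 with an estimated correlation. Of its members 2 are read by a probe set of Table S1. By the methods' t-test 1 metallopeptidase was higher. CCL7 and CSF2 did not pass without the trend, by the methods' t-test, with values below the 20th percentile raised to it or without spheroid 3, and CSF2 also not without spheroid 2. Their log2 fold changes were 2.18 for CCL7 without monolayer 2 and 2.23 for CSF2 without monolayer 1, and MMP1 and MMP10 did not pass without the trend or, with MMP3, by the methods' t-test.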

CCL5 and TNFSF13B are also known as RANTES and BAFF/BLyS, respectively.

**Figure 3:**
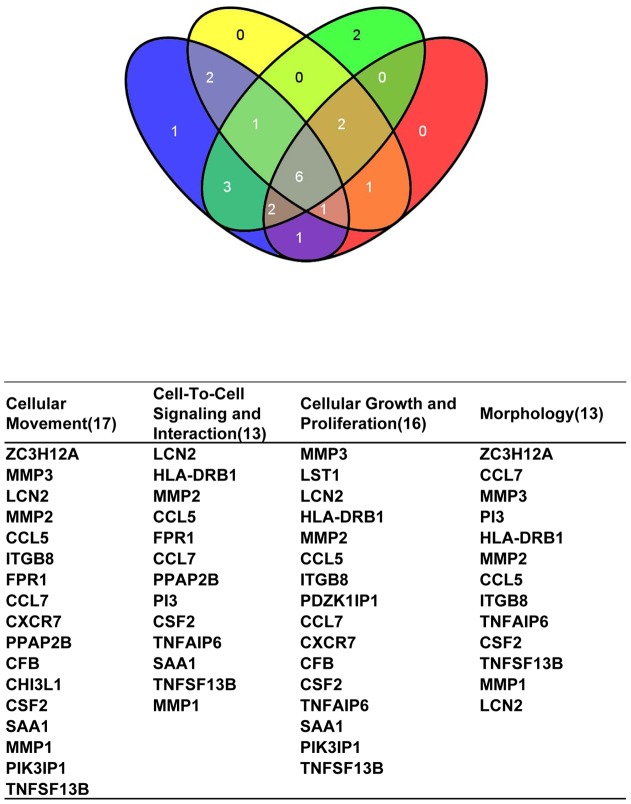
Venn diagram representing the number of transcripts related to biological functions, cellular movement, cell-to-cell signaling, cellular growth and proliferation and morphology for spheroids (3D) compared to monolayer (2D) NCI-H226 cells. Venn diagram incorporates 142 transcripts that have a *p*<0.05 and at minimum a five-fold change between NCI-H226 spheroids and monolayer cells. Blue indicates 11 genes for cellular movement, yellow indicates 13 genes for cell-to-cell signaling and interaction, green indicates 16 genes for cellular growth and proliferation, and red indicates 13 morphology-related genes.

**Table 2:** The gene ontology (GO) identified by functional analyses.

Up-Regulation			
Go Term	*P* Value	Fold Enrichment	Genes
GO:0006955: Immune response	2.00E−04	3.90E+00	CSF3, GBP2, HLA-DRB1 /// HLA-DRB3 /// HLA-DRB4, OAS2, TNFSF14, CCHLA-DRB1 /// HLA-DRB4, 208306_X_AT, TNFSF13B, CCL3 /// CCL3L1 /// CCL3L3 /// LOC728830, IL1F9, GBP1, CCL5, LST1
GO:0009611: Response to wounding	2.90E−02	2.90E+00	SOD2, CD36, CCL5, NFKBIZ, TNFAIP6, SAA4, NFKBIZ, CCL3 /// CCL3L1 /// CCL3L3 /// LOC728830
GO:0031294: Lymphocyte costimulation	3.50E−02	5.50E+01	TNFSF14, TNFSF13B
GO:0031295: T cell costimulation	3.50E−02	5.50E+01	TNFSF14, TNFSF13B
GO:0034097: Response to cytokine stimulus	4.80E−02	8.40E+00	MMP3, CCL5, CDKN2B

Gene ontology was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) that were overrepresented (*p* value <0.01) in our list of 142 significantly differentially expressed transcripts (112 up and 30 down) in spheroids compared to monolayers of NCI-H226 cells. Biological process was used as a category of gene ontology term for this analysis.

**Table 3:** Genes differentially expressed in cell membrane between NCI-H226 spheroids and monolayers.

Fold Changes	ID	Symbol	Entrez Gene Name
66.8	206026_s_at	TNFAIP6	Tumor necrosis factor, alpha-induced protein 6
39.9	209395_at	CHI3L1	Chitinase 3-like 1 (cartilage glycoprotein-39)
20.9	1405_i_at	CCL5	Chemokine (C-C motif) ligand 5
16.5	212531_at	LCN2	Lipocalin 2
12.9	41469_at	PI3	Peptidase inhibitor 3, skin-derived
10.8	204475_at	MMP1	Matrix metallopeptidase 1 (interstitial collagenase)
10.4	202357_s_at	CFB	Complement factor B
10.1	212230_at	PPAP2B	Phosphatidic acid phosphatase type 2B
8.9	223502_s_at	TNFSF13B	Tumor necrosis factor (ligand) superfamily, member 13b
8.4	201069_at	MMP2	Matrix metallopeptidase 2 (gelatinase A, 72kDa gelatinase, 72kDa type IV collagenase)
7.7	229152_at	C4orf7	Chromosome 4 open reading frame 7
7.6	208607_s_at	SAA1	Serum amyloid A1
7.4	225817_at	CGNL1	Cingulin-like 1
7.4	1553589_a_at	PDZK1IP1	PDZK1 interacting protein 1
7.1	210229_s_at	CSF2	Colony stimulating factor 2 (granulocyte-macrophage)
6.8	211582_x_at	LST1	Leukocyte specific transcript 1
6.7	202499_s_at	SLC2A3	Solute carrier family 2 (facilitated glucose transporter), member 3
6.5	205119_s_at	FPR1	Formyl peptide receptor 1
6.5	222218_s_at	PILRA	Paired immunoglobin-like type 2 receptor alpha
6.4	1553293_at	MRGPRX3	MAS-related GPR, member X3
6.4	213060_s_at	CHI3L2	Chitinase 3-like 2
5.9	215193_x_at	HLA-DRB1	Major histocompatibility complex, class II, DR beta 1
5.9	212977_at	CXCR7	Chemokine (C-X-C motif) receptor 7
5.5	208075_s_at	CCL7	Chemokine (C-C motif) ligand 7
5.4	226189_at	ITGB8	Integrin, beta 8
5.1	205828_at	MMP3	Matrix metallopeptidase 3 (stromelysin 1, progelatinase)
5.0	237690_at	GPR115	G protein-coupled receptor 115

Results presented in this study with NCI-H226 spheroids are compared with monolayer cells. Twenty seven genes out of 142 probes, which are significantly differentially expressed transcripts between the groups, are in the membrane related group.

**Table 4:** Ontology analysis of 27 genes located in cell membrane.

Categories	*P* Value	# Molecules
Cellular Movement	7.04E-08 – 1.03E-02	17
Antigen Presentation	2.11E-07 – 9.36E-03	8
Cell-To-Cell Signaling and Interaction	2.11E-07 – 1.06E-02	13
Cellular Growth and Proliferation	7.11E-07 – 9.36E-03	16
Post-Translational Modification	7.78E-06 – 5.47E-03	5

Twenty seven genes located in cell membrane from 142 probes were functionally annotated to their implication in molecular and cellular functions using Ingenuity pathway analysis.

### Western blot validation

To validate gene expression at the protein level, we chose four cell surface proteins (MMP2, RANTES/CCL5, BAFF/BLyS/TNFSF13B and TNFAIP6/TSG-6) and performed Western blot analysis (Table 5). TNFAIP6 (tumor necrosis factor-inducible gene 6 protein) is also known as TSG-6. Our results showed that protein expression of MMP2, TNFAIP6/TSG-6, RANTES/CCL5 and BAFF/BLyS/TNFSF13B was higher in NCI-H226 spheroids compared to monolayers (Fig. 4). The elevation of protein expression of MMP2, BAFF/BLyS/TNFSF13B, RANTES/CCL5 and TNFAIP6/TSG-6 validated the microarray results. Interestingly, the active form of MMP2 was significantly increased in mesothelioma spheroids compared to monolayers. The high expression of those proteins in tumor spheroids suggests they may play a role in tumor formation.

**Figure 4:**
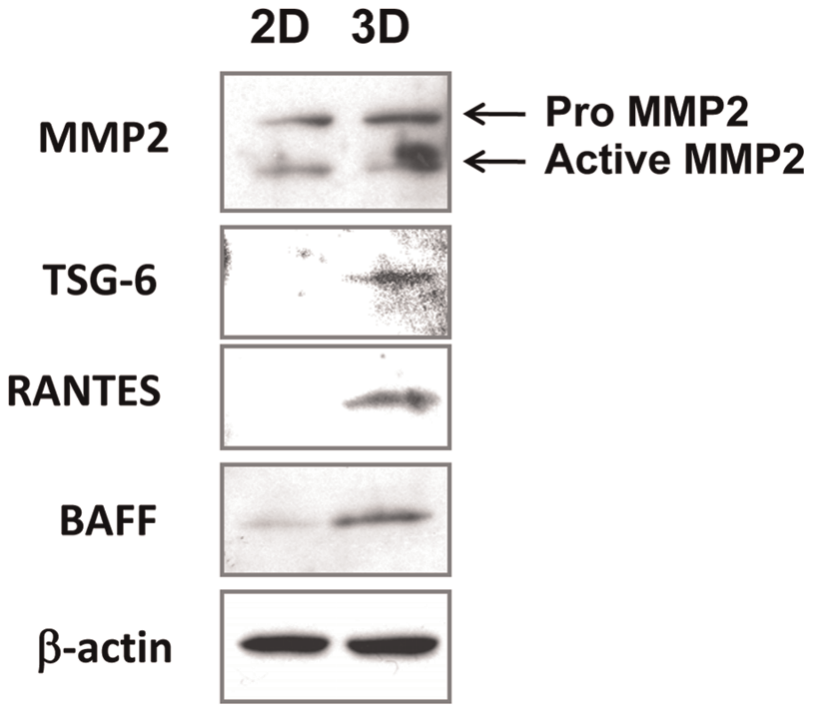
Western blot validation. Total protein (50 µg) prepared from NCI-H226 spheroids (3D) and monolayer (2D) cells were loaded to SDS-PAGE followed by Western blot analysis.

**Table 5:** Summary of validated proteins.

Symbol	Gene Name	Fold Change*	Location	Type(s)	Protein Size (kDa)	Antibodies
MMP2	Matrix metallopeptidase 2 (gelatinase A, 72kDa gelatinase, 72kDa type IV collagenase)	8.4	Extracellular Space	Peptidase	Pro: 72Active: 63	Rabbit Polyclonal MMP2 (H-76)
TNFAIP6	Tumor necrosis factor, alpha-induced protein 6	66.8	Extracellular Space	Other	35	Rabbit Polyclonal TSG-6 (FL-277)
CCL5	Chemokine (C-C motif) ligand 5	20.9	Extracellular Space	Cytokine	7.8	Goat Polyclonal RANTES (C-19)
TNFSF13B	Tumor necrosis factor (ligand) superfamily, member 13b	8.9	Extracellular Space	Cytokine	19.6	Mouse Monoclonal BAFF/BLyS/TNFSF13B

* Fold changes in mRNA level of spheroid compared to monolayer NCI-H226 cells.

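The mRNA of all 4 genes was upregulated in spheroids. TNFAIP6, a hyaluronan-binding protein induced by inflammatory cytokines, rose from a signal of 10.3 ± 4.47 (SD, n = 3) in monolayers to 699.5 ± 329.5 (SD, n = 3) in spheroids, a fold change of 61.1 (log2 fold change 5.93, standard error 0.41, adjusted p = 3.19e-04 by limma), and 65.1-fold at its second probe set. CCL5, a chemokine that attracts leukocytes, rose from 105 ± 13.7 to 2048 ± 368, a fold change of 17.5 (log2 fold change 4.13, standard error 0.21, adjusted p = 1.13e-04 by limma), and rose 14.0-fold and 20.8-fold at its other probe sets. MMP2, a gelatinase, rose from 15.3 ± 2.53 to 185 ± 31.3, a fold change of 11.0 (log2 fold change 3.46, standard error 0.22, adjusted p = 2.95e-04 by limma). A pair of dimmer MMP2 probe sets gave log2 fold changes of 0.28 (adjusted p = 0.856 by limma) and 1.09 (adjusted p = 0.383 by limma), at spheroid signals of 4.47 ± 1.84 and 12.1 ± 4.40. TNFSF13B, the B cell activating factor BAFF, rose from 19.5 ± 12.9 to 236 ± 56.7, a fold change of 12.4 (log2 fold change 3.63, standard error 0.44, adjusted p = 0.00171 by limma), and 6.54-fold at its second probe set.
The first TNFSF13B probe set did not pass without the trend, and neither of the pair passed the methods' t-test. Without monolayer 2 or spheroid 1 the first dim MMP2 probe set had log2 fold changes of -0.0023 and -0.05, and without monolayer 3 the second had 0.48.

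**Figure D2:**
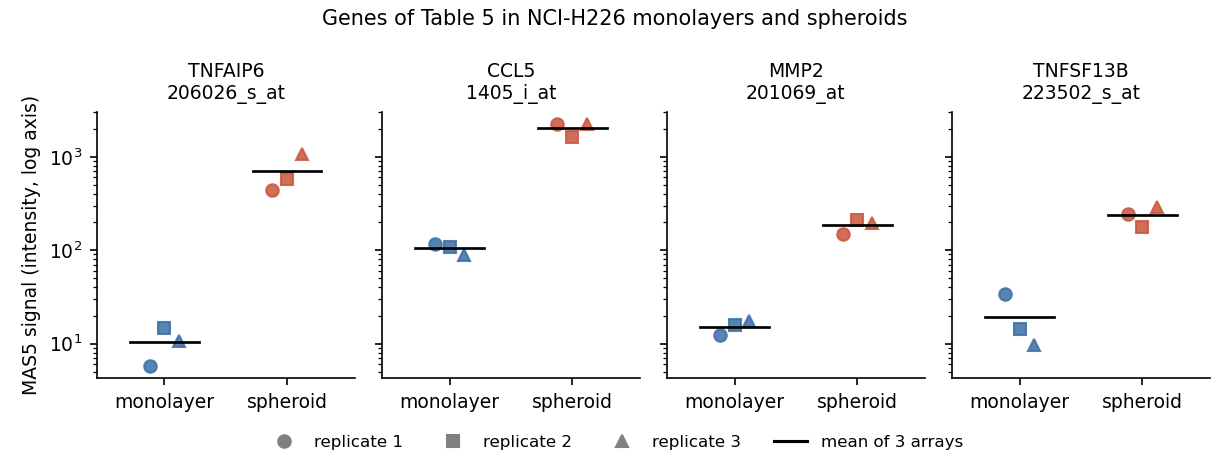
Signal of TNFAIP6, CCL5, MMP2 and TNFSF13B on each array, on a log axis. Each point is 1 array of 3 monolayers or 3 spheroids and each bar is the group mean; for each gene every spheroid lies above every monolayer.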

## Discussion

The present study has reported the first large scale comparison of the transcriptional profiles to identify genes specific to the 3D biological structure of tumors using an *ex vivo* spheroid model. The identified 3D-specific genes may have potential as target candidates for future studies in mesothelioma research, as well as use in therapeutic and diagnostic applications.

Mesothelioma is an asbestos-related cancer. Cell and molecular biology studies show that immunological effects of asbestos play an important role in mesothelioma carcinogenesis [11]. Although the relationship of the immunological effects of asbestos in regard to mesothelioma pathogenesis is still poorly understood, asbestos-induced carcinogenesis and genomic or epigenetic changes have been studied in mesothelioma cells [12]. In the present study, we have found that upregulated genes were primarily related to immune response, wound response, lymphocyte stimulation and response to cytokine stimulation, whereas downregulated genes were primarily associated with apoptosis. 

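Of the genes the paper places in apoptosis, SOD2, the mitochondrial superoxide dismutase, has 3 probe sets in Table S1, and they moved in opposite directions. The probe set in the downregulated part of Table S1 fell from a signal of 153 ± 22.6 (SD, n = 3) in monolayers to 28.2 ± 7.56 (SD, n = 3) in spheroids (log2 fold change -2.61, standard error 0.24, adjusted p = 7.39e-04 by limma). A pair of probe sets that Table S1 assigns to SOD2 in its upregulated part rose from 925 ± 229 to 4833 ± 302 and from 507 ± 61.4 to 3630.3 ± 629 (log2 fold changes 2.27 and 2.69, standard errors 0.19 and 0.17). The probe set that Table S1 assigns to SPHK2, a sphingosine kinase, fell from 22.8 ± 6.04 to 4.20 ± 0.884 (log2 fold change -2.57, standard error 0.44, adjusted p = 0.00763 by limma), and the annotation used here gives it no gene. CIAPIN1, a cytosolic iron-sulfur cluster protein, fell from 7.75 ± 2.29 to 0.765 ± 0.340 at the Table S1 probe set (log2 fold change -3.56, standard error 0.65, adjusted p = 0.0106 by limma). At the brighter probe sets of CIAPIN1 the signal was 1213 ± 70.9 in monolayers and 917 ± 86.5 in spheroids (log2 fold change -0.55, adjusted p = 0.0488 by limma) and 611 ± 59.5 in monolayers and 541 ± 14.6 in spheroids (log2 fold change -0.32, adjusted p = 0.197 by limma). Of 12 anti-apoptotic genes, none was higher, 2 were lower and 10 did not pass limma (1 higher and 2 lower when adjusted over the list alone). Their median log2 fold change of -0.14 turned to 0.01 on the values as deposited and 0.03 after quantile normalization, and was -0.27 without monolayer 1. BCL2A1, a survival protein of the BCL2 family, was at 121 ± 82.0 in monolayers and 420.2 ± 156 in spheroids (log2 fold change 1.93, standard error 0.60, adjusted p = 0.0824 by limma) and passed with a replicate block, among probe sets above the median level alone, and without monolayer 1, where its log2 fold change was 1.13. BIRC5, or survivin, which also serves in mitosis, fell from 1396 ± 71.1 to 489.7 ± 124 (log2 fold change -1.69, standard error 0.18). Of 21 pro-apoptotic genes, none was higher, 1 was lower and 20 did not pass limma (1 lower when adjusted over the list alone). The lower one was the death receptor TNFRSF10A, which fell from 198 ± 28.4 to 113 ± 36.1 (standard error 0.24 on the log2 scale, adjusted p = 0.0312 by limma) and did not pass on the values as deposited or after quantile normalization.
The methods' t-test called 0 of the 12 and 0 of the 21, where limma at an unadjusted p under 0.05 gave 1 higher and 3 lower, and 3 higher and 5 lower. Without the trend or by the methods' t-test BIRC5, TNFRSF10A and the first brighter CIAPIN1 probe set did not pass, and by the latter neither did the Table S1 probe set of CIAPIN1, whose log2 fold change was -1.34 with values below the 20th percentile raised to it. That brighter probe set and TNFRSF10A also did not pass with values below the 20th percentile raised to it, the former not without any one of the 3 monolayers or of spheroids 2 and 3 and the latter not without monolayer 2 or 3 or spheroid 1 or 2. From the enriched categories the paper states that upregulated genes primarily affected immune and wound responses and that downregulated genes were associated with apoptosis.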

The downregulation of apoptosis-related pathway is not surprising, since it has been suggested that the Bcl-2 signaling pathway of apoptosis plays an important role in drug resistance in cancer cells. High expression of Mcl-1 in 3D lung cancer spheroids caused its drug resistance [13]. In our previous study using the NCI-H226 spheroid model, we demonstrated an increase of Mcl-1 in mesothelioma spheroids compared to monolayers, indicating that the mesothelioma spheroid model acquired Bcl-2 signaling apoptotic resistance [3].

Among the 142 differential genes, 27 are located in the membrane and related to the biologic processes of cellular movement, cell-to cell signaling, cellular growth and proliferation and morphology. We used Western blotting to validate protein expression of MMP2 (especially the active form), BAFF/BLyS/TNFSF13B, RANTES/CCL5 and TNFAIP6/TSG-6 in NCI-H226 spheroids. Matrix metalloproteinases (MMPs) secreted by malignant mesothelioma, especially MMP2, play crucial roles in tumor invasion and metastasis [14], [15]. Cytokines and inhibitors have an up- or down-regulatory effect on MMP2 expression in mesothelioma, suggesting the clinical value of targeting MMP2 for management of mesothelioma and its pathogenesis [15]. TSG-6/TNFAIP6 is a member of the hyaluronan-binding protein family (also called hyaladherins). This protein is important in the protease network associated with inflammation. This gene can be induced by proinflammatory cytokines such as tumor necrosis factor alpha [16]. Enhanced levels of this protein are reported in human mesenchymal stromal cells (hMSCs) spheroids [17]. The hyaladherins are also involved in ECM stability and cell migration. The RANTES/CCL5 chemokine plays an active role in recruiting leukocytes into inflammatory sites. An antibody-based cytokine array system using supernatant of mesothelioma cell lines and the corresponding patient's pleural effusions found that high levels of RANTES/CCL5 proteins were secreted by mesothelioma cells [18]. B-cell-activating factor of the tumor necrosis factor (TNF) family (BAFF; also known as B lymphocyte stimulator), a CD40L-related molecule produced by myeloid cells, was also identified in 3D mesothelioma spheroids. BAFF signaling in many B-cell neoplasms stimulates tumor cell growth and survival [19], [20]. Future studies will investigate the roles of these genes in malignant mesothelioma and evaluate them as potential targets for mesothelioma therapy.

We focused only on the genes with a five or greater fold change in expression, particularly membrane-bound proteins, as potential therapeutic candidates in mesothelioma. We performed statistical analysis to define a list of statistically significant genes. This yields a more manageable list of genes that are both statistically significant and differentially regulated on a remarkable level. In this study, a *p*-value cut-off 0.05 combined with a fold change of five yielded a gene list of 142 genes differentially expressed in 3D structure of NCI-H226 mesothelioma spheroids. These gene changes represent a number of biologically interesting groups. 

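Besides the groups named in the paper's tables, genes of the cell cycle were downregulated in spheroids. Of 31 genes of mitosis and the G2/M transition, 31 were lower (31 when adjusted over the list alone), with a median log2 fold change of -1.54. The mitotic kinase AURKA fell from a signal of 1303 ± 106 (SD, n = 3) to 433 ± 48.1 (SD, n = 3), and CDC20, an activator of the anaphase-promoting complex, from 1519.8 ± 89.7 to 412 ± 95.9 (log2 fold changes -1.74 and -2.06, standard errors 0.13 and 0.17). Of 27 genes of G1/S and DNA replication, 24 were lower, none was higher and 3 did not pass limma (26 lower when adjusted over the list alone), with a median of -1.31. POLE2, a DNA polymerase epsilon subunit, fell from 235 ± 28.0 to 59.7 ± 5.43, and the replication licensing protein MCM7 from 1001 ± 56.3 to 370.0 ± 56.8 (log2 fold changes -2.12 and -1.59, standard errors 0.16 and 0.14).
Among hypoxia-induced genes, targets of the FOXO transcription factors and genes of cholesterol synthesis, more were higher than lower in spheroids by limma. None of these lists was called by camera with an estimated correlation. Of 20 hypoxia-induced genes, 12 were higher, none was lower and 8 did not pass (17 higher and 1 lower when adjusted over the list alone), with a median of 1.02. PFKFB4, which makes an activator of glycolysis, rose from 23.2 ± 10.5 to 213 ± 39.8, and the histone demethylase KDM3A from 260.4 ± 8.64 to 744 ± 163 (log2 fold changes 3.13 and 1.35, standard errors 0.31 and 0.18). Of 23 FOXO targets and quiescence genes, 12 were higher, 1 was lower and 10 did not pass (14 higher and 1 lower when adjusted over the list alone), with a median of 1.04. FBXO32, a ubiquitin ligase subunit of muscle atrophy, rose from 38.9 ± 6.36 to 367 ± 41.3, and PNRC1, a nuclear receptor coactivator, from 443 ± 95.2 to 2284 ± 128 (log2 fold changes 3.10 and 2.24). Of the FOXO targets 3, FBXO32 among them, and of the hypoxia-induced genes 1 are read by a probe set of Table S1. The study chose those probe sets on these samples, so their rise is not independent evidence. Of 12 genes of cholesterol synthesis and uptake, 7 were higher, none was lower and 5 did not pass (11 higher when adjusted over the list alone), with a median of 0.98. INSIG1, a sterol-regulated brake on the pathway, rose from 522 ± 274 to 2327 ± 335, and LSS, which makes lanosterol, from 401 ± 156 to 1671 ± 419 (log2 fold changes 2.14 and 1.95).
By camera with a preset correlation, adjusted p = 4.43e-27 for G2/M, 4.96e-20 for G1/S, 4.00e-12 for hypoxia, 1.88e-08 for FOXO and 1.30e-08 for cholesterol. In the same order, adjusted p = 0.253, 0.244, 0.156, 0.241 and 0.318 with an estimated correlation. By the methods' t-test 11 G2/M genes and 11 G1/S genes were lower, and of the FOXO targets 3 were higher and 1 was lower. It called 0 hypoxia-induced genes and 0 cholesterol genes, where limma at an unadjusted p under 0.05 gave 17 higher and 1 lower, and 11 higher. Without the trend or by the methods' t-test KDM3A, INSIG1 and LSS did not pass, PFKFB4 did not pass the latter, and INSIG1 did not pass with values below the 20th percentile raised to it.

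**Figure D3:**
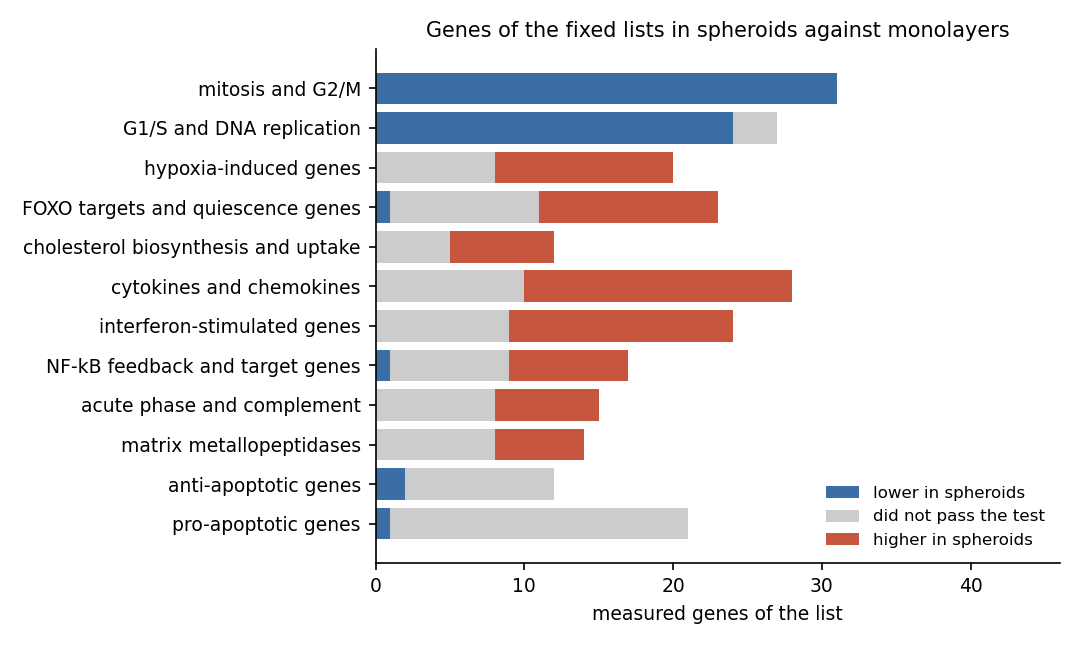
Number of measured genes of 12 fixed gene lists that were lower, not passing or higher in spheroids by limma at an adjusted p under 0.05. Each bar is 1 list; all 31 G2/M genes are in the lower part and 18 of 28 cytokines and chemokines in the higher part.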

Although our decision to choose a five-fold cut-off was arbitrary, similar cut-offs have been commonly used in microarray analysis [21], [22]. We understand the possibility of missing some important biological changes with a five-fold cut-off. For example, Otto Warburg postulated that a high rate of glycolysis is the fundamental cause of cancer [23]. The hypothesis is called the “Warburg Effect”. Recent studies show that PKM2, an isoenzyme of the glycolytic enzyme pyruvate kinase, is responsible for a high rate of glycolysis in cancer cells [24]. We examined the gene expression of PKM2 and glucose transporters (GLUT4 and GLUT1) in spheroids related to the Warburg effect. 

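Of PKM, which encodes pyruvate kinase, and the glucose transporter genes SLC2A4 (GLUT4) and SLC2A1 (GLUT1), SLC2A1 passed limma. Its signal was 311 ± 46.7 in monolayers and 698 ± 125 in spheroids (SD, n = 3 each), a fold change of 2.02 (log2 fold change 1.02, standard error 0.15, adjusted p = 0.00405 by limma, 2.37e-04 when adjusted over the list alone of these 3 genes). A dimmer probe set of SLC2A1 had 7.93 ± 4.39 in monolayers and 24.9 ± 4.55 in spheroids, a fold change of 3.15 (adjusted p = 0.0687 by limma). PKM was bright in both groups, at 1127 ± 41.1 in monolayers and 1156 ± 82.5 in spheroids, a log2 fold change of -0.11 relative to the array median (standard error 0.15, adjusted p = 0.730 by limma, 0.463 when adjusted over the list alone). On the values as deposited this was 0.03, after quantile normalization 0.04 and without spheroid 2 it was 0.02. A second PKM probe set had -0.65 (adjusted p = 0.128 by limma). The annotation used here does not assign either probe set to the M1 or the M2 isoform of PKM. SLC2A4 had 3.26 ± 2.95 in monolayers and 8.14 ± 2.26 in spheroids, a fold change of 2.86 (log2 fold change 1.51, standard error 0.72, adjusted p = 0.259 by limma, 0.0971 when adjusted over the list alone). Without monolayer 2 the log2 fold change of SLC2A4 was 2.22, and with values below the 20th percentile raised to it 0.89.
Of 8 facilitative glucose transporters, 3 were higher, none was lower and 5 did not pass limma (3 higher when adjusted over the list alone). Besides SLC2A1 these were SLC2A3, a high-affinity transporter, and SLC2A6, a lysosomal transporter, which rose from 557 ± 158 to 1909 ± 291 (log2 fold change 1.66). At its brighter probe set SLC2A3 had a log2 fold change of 1.74 (standard error 0.22, adjusted p = 0.00234 by limma). Its dimmer probe set in Table 3 rose from 35.1 ± 8.04 to 191 ± 38.5 (log2 fold change 2.31). Camera with a preset correlation called the transporters higher (adjusted p = 0.00917), but adjusted p = 0.258 with an estimated correlation. Of 16 glycolytic enzymes, 1 was higher, 1 was lower and 14 did not pass (3 higher and 1 lower when adjusted over the list alone). Aldolase C (ALDOC) rose from 30.0 ± 5.83 to 416 ± 75.2 (log2 fold change 3.65, standard error 0.19, adjusted p = 1.25e-04 by limma), and the phosphofructokinase PFKM fell from 1248 ± 38.1 to 914 ± 39.5 (log2 fold change -0.60, standard error 0.12, adjusted p = 0.0159 by limma). The methods' t-test called 0 transporters, where limma at an unadjusted p under 0.05 gave 3 higher, and 1 glycolytic enzyme higher and 1 lower. Hexokinase 2 (HK2) had 1.06 (standard error 0.31, adjusted p = 0.0710 by limma) and passed with a replicate block, among probe sets above the median level alone, and without monolayer 1 or monolayer 3. Without the trend SLC2A1, SLC2A6 and PFKM did not pass, nor did SLC2A1 and SLC2A6 by the methods' t-test or PFKM without monolayer 2 or 3.

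**Figure D4:**
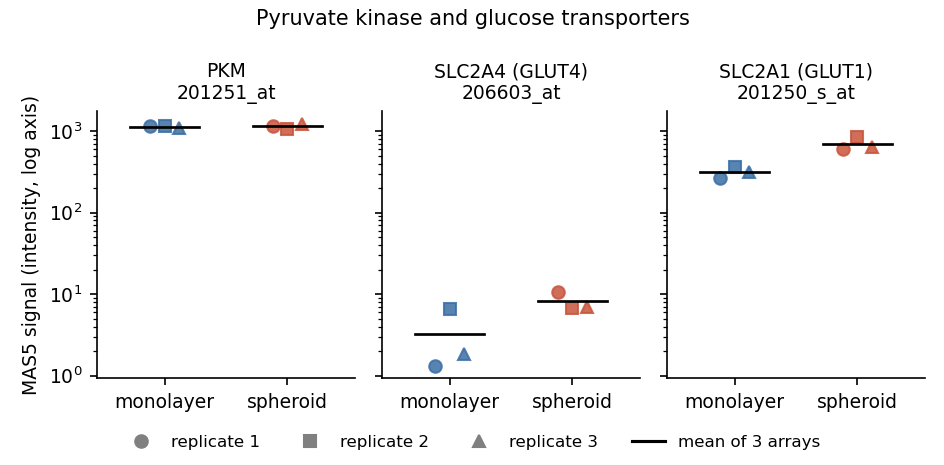
Signal of PKM, SLC2A4 and SLC2A1 on each array, on a log axis. Each point is 1 array of 3 monolayers or 3 spheroids and each bar is the group mean; the signals of the spheroids lie above those of the monolayers for SLC2A4 and SLC2A1 and overlap with them for PKM, and after centring they overlap for SLC2A4 as well.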

Interestingly, we found that expression of PKM2, GLUT4 and GLUT1 was increased in spheroids by 1.02, 3.15 and 3.46 folds, respectively. Our results using an *ex vivo* spheroid model indicate that the Warburg effect does not require an *in vivo* tumor microenvironment, and can simply be an adaptation to the 3D structure of tumors. To make our data available for further analysis in the future, we deposited the raw data in the GEO public database (accession number: GSE37629).

In the present study, we used a matrix-free spheroid model to investigate the changes of global gene expression profiling related to the 3D biological structure of mesothelioma spheroids. This method has two important features. First, unlike other methods utilizing lamine-rich artificial ECM [5], our method allows tumor cells to form spheroids without artificial matrix. It rules out the controversial and elusive roles of artificial ECM in spheroid formation, progression and morphological changes as previously described [6], [7], [8]. Instead, we allow the mesothelioma spheroids to produce and utilize their own extracellular molecules in self-organization of appropriate complex ECM and cell-cell interactions that mimic functional properties of the corresponding tumor tissue *in vivo*. They naturally mimic avascular tumors with inherent metabolic and proliferative gradients. Our work and that of other groups have shown that this matrix-free spheroid model is clinically relevant. We previously demonstrated that matrix-free NCI-H226 spheroids displayed tumor diagnostic markers consistent with those of mesothelioma specimens, exhibited unique long and branching microvilli on cell surfaces, a feature characteristic of well-differentiated malignant mesothelioma *in vivo*, and expressed oncogenic cell junction proteins such as E-Cadherin [3]. Broaddus and colleagues first established this method to grow mesothelioma spheroids using epithelial (M28 and REN) or sarcomatous (VAMT) lines [25]. They found that matrix-free mesothelioma spheroids acquired resistance to a variety of apoptotic stimuli, including combinations of tumor necrosis factor-related apoptosis-inducing ligands (TRAIL), ribotoxic stressors, histone deacetylase, and proteasome inhibitors, that were highly effective against mesothelioma cells when grown as monolayers. They also showed that inhibitors of the phosphatidylinositol 3-kinase/Akt/mammalian target of rapamycin (mTOR) pathway, particularly rapamycin, blocked much of the acquired resistance of the spheroids. In collaboration with Broaddus, we used this method to study antibody therapy in mesothelioma spheroids [3]. We found that mesothelioma cells grown as monolayers or as spheroids expressed comparable levels of mesothelin; however, spheroids were at least 100 times less affected by SS1P, an anti-mesothelin antibody-bacterial toxin chimeric protein. The penetration of SS1P in spheroids was limited after four hours. Interestingly, we found a significant increase in the number of tight junctions in the core area of spheroids by electron microscopy. Expression of E-Cadherin, a protein involved in the assembly and sealing of tight junctions and highly expressed in malignant mesothelioma, was found significantly increased in spheroids as compared to monolayers. Moreover, we found that siRNA silencing and antibody inhibition targeting E-Cadherin could enhance SS1P therapy *in vitro*. Taken together, we believe that the matrix-free spheroid model reflects a clinically relevant *in vitro* setting. We understand that some features of malignant mesothelioma that are not modeled by spheroids include the influence of stroma and immune cells. Furthermore, spheroid formation is uniform and highly reproducible from well-to-well, plate-to-plate, and lot-to-lot. In the present study, we grew spheroids and isolated RNA from three independent experiments, yet their biological variations (e.g., spheroid size, morphology, growth rates) from lot-to-lot were undetectable. The high quality and reliability of this spheroid model may be critical for microarray analysis to compare 2D with 3D tumor cell cultures.

This work is one of the first to investigate global gene expression patterns of mesothelioma using an *ex vivo* 3D tumor spheroid model. The method described may allow for further investigations of the tumor microenvironmental effects on tumor cell biology and drug resistance, and has applications for studies of other tumor types. We believe this method has additional applications for identifying novel molecular targets in tumors. We show in this work that MMP2, BAFF/BLyS/TNFSF13B, RANTES/CCL5 and TNFAIP6/TSG-6 are highly expressed in 3D mesothelioma but not in monolayers. Interestingly, MMP2 has already been suggested as an important molecule involved in mesothelioma pathogenesis and proposed as a marker for mesothelioma. It will be of great interest to evaluate other molecules, particularly 27 genes differentially expressed in cell membrane (Table 3), identified in the present study for their role in mesothelioma biology and targeted antibody therapy. We will investigate expression of these genes and their biology in all subtypes of malignant mesothelioma. It should be valuable to analyze whether these genes are differentially expressed in epithelioid or sarcomatoid mesothelioma cells and how they may play a role in mesothelioma pathogenesis. Some of these genes could be new biomarkers or therapeutic targets in malignant mesothelioma.

## Supporting Information

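Table S1 lists probe sets, of which 112 are upregulated and 30 downregulated, and the signals of different probe sets also depend on their affinity. The annotation used here gives 1 gene to 112 of the 142, for 99 genes in all, several genes to 7 and none to 23. Of the upregulated probe sets with 1 gene, 39 belong to a gene with a brighter probe set. These brighter ones are 33 different probe sets, of which 7 are in Table S1 themselves, and 12 of the other 26 were called higher (median log2 fold change 1.10). Of the downregulated ones, 13 do, with 13 different brighter probe sets outside Table S1, of which 5 were called lower (median log2 fold change -0.41). Of the 142, 75 have a mean level above the median of all probe sets.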

Table S1 List of 142 genes differentially expressed with a five or greater fold change in spheroids.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

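RNA of the mesothelioma cell line NCI-H226 was measured on Affymetrix Human Genome U133 Plus 2.0 arrays, 1 array for each of 3 monolayer cultures and 3 spheroid cultures. The deposited signal intensities are linear values per probe set that the authors made with the MAS5 algorithm, scaled so that the mean over the probe sets without the highest and lowest 2% was equal on every array. The methods add a normalization to median expression in Genespring GX 7.3, which the deposited values do not show, since the medians of the arrays differ. Detection calls are not in the values used here, so the signal over background is not known, and the number of arrays limits the precision.

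Of 54675 probe sets, 62 controls were left out of the tests and 54613 were tested. Signals were transformed to log2 and each array was centred on its median, with no pseudocount, floor or filter. The groups were compared with limma 3.58.1 under R 4.3.3, with empirical Bayes moderation and a mean-variance trend, and p values were adjusted by Benjamini-Hochberg over all tested probe sets with a threshold of 0.05. Gene lists were tested with camera at a preset correlation of 0.01 and, beside it, with camera at an estimated correlation and with fry, over 19777 genes each read by the probe set of highest mean level. The lists, 43 in number with 686 measured of 763 members, were fixed before the data were examined. A gene in several lists is counted in each of them. Controls of RNA quality were compared by two-sided exact permutation tests, whose smallest p for 3 arrays against 3 is 0.1. Arrays were clustered by average linkage on 1 minus the Pearson correlation.

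The genes named in the text are those that the paper names, the 15 probe sets with the largest rise and the 10 with the largest fall among called probe sets with 1 gene symbol, groups whose deposited signals do not overlap (the same genes result with centred values) and a higher group above the median level, and up to 4 members of each list with the smallest adjusted p. The values of Table S1 and Table 3 had been seen when this rule was written. HMGA2 and MME fall outside it and were chosen after their values were seen.

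The pipeline was tested on simulated values drawn from the mean and variance of each probe set, with known changes added to some. These were 67, 67 and 66 of 54613 probe sets, fewer than the 5149 that limma called in the data. The adjustment of p depends on how many probe sets change, so the recovery does not describe either test on the real data. Limma recovered 18 of 67 probe sets with a 2-fold change, 21 of 67 with a 3-fold change and 30 of 66 with a 5-fold change at 2 false calls, and the methods' t-test with the same adjustment recovered 0, 0 and 0. The alternatives were the values without centring, quantile normalization, a floor at the 20th percentile, only probe sets above the median level, limma without the trend, the methods' t-test on the same log2 values, with and without adjustment, a replicate block, leaving out each array in turn, and for the lists and the clustering other summaries, tests and distances. A further setting was added after the values had been seen: scaling to the 75th percentile with signals raised to at least 1 and the methods' t-test. It was picked, for its match to the paper's values, out of 30 combinations of floor, scaling and t-test that were tried, and the others are not carried through the text. Western blots and the gene ontology tools of the paper were not analysed here.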

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

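The tests of array scaling, of the fall of whole transcripts, of a minority of other cells and of a state shared by the replicate 1 cultures were chosen after the results were seen.

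Genes outside the groups the paper discusses differed between spheroids and monolayers, by camera at a preset correlation, in 10 lists, and none of these passed with an estimated correlation. The median log2 fold change was -1.54 for mitosis and G2/M, -1.31 for G1/S and DNA replication, 1.02 for hypoxia-induced genes, 0.98 for cholesterol synthesis and 1.04 for FOXO targets. It was -0.83 for ribosome biogenesis, -0.55 for YAP and TAZ targets and 0.48 for autophagy and lysosome. For the TCA cycle and respiratory chain it was -0.30, with -0.16 on the values as deposited and -0.18 after quantile normalization. For collagens and matrix glycoproteins it was 0.30, with 0.44 and 0.40 under these scalings and 0.50 without monolayer 1. Of the FOXO targets 3 and of the hypoxia-induced genes 1 are read by a probe set that Table S1 had already selected on these samples.

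Cell cycle genes were lower in spheroids: of 58 measured genes of G1/S and G2/M, 55 were lower and none was higher by limma, with a median log2 fold change of -1.49. Array scaling as the cause is argued against, since the highest median over 3 scalings was -1.33. A bias that depends on the signal level is also argued against, since the lowest median of 10000 lists of other genes matched on level was -0.43. A lower share of dividing cells in spheroids than in monolayers may account for the pattern, which was not tested here and which counts of dividing cells in both cultures would test. Differences in density or age between the cultures were not tested.

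Of the 30 downregulated probe sets of Table S1, 13 have a brighter probe set of the same gene, although signals of different probe sets also depend on their affinity. A fall of the whole transcript is argued against for these 13 taken together, whose own median log2 fold change was -2.77 where that of the brighter probe sets was -0.41 (SD 1.18, range -3.57 to 0.71), although 5 of the brighter ones were lower too. It stays open for IGFBP5 and CENPV, where the brighter probe sets had log2 fold changes of -3.57 and -2.41 and the Table S1 probe sets -2.62 and -2.75. An origin in values under the 20th percentile, a signal of 3.11, is also argued against: with those values raised to it, 29 of the 30 stayed lower by limma, with a median of -2.47 instead of -2.81, although the spheroid mean of 17 lay under it. Both checks reuse the arrays on which the study chose these probe sets for large falls. They cannot show how much of the falls comes from that choice, which stays open. A change in a transcript form that only the dimmer probe set reads, or binding of other RNA to it, also stays open, and neither was tested.

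Monolayer 1 stood apart from monolayers 2 and 3 at 504 probe sets by over 4-fold, against 78 and 140 for the other monolayers and 92, 43 and 58 for the spheroids. HMGA2 had signals of 8.85, 882 and 1469 in the monolayers and 88.4, 1238 and 849.6 in the spheroids, and MME 14.4, 723 and 964 and 153, 951 and 811, both genes chosen after their values were seen. RNA carried over from spheroids is argued against by the 80.2% of the 504 probe sets that lie outside the range of the other 5 arrays, and a minority of other cells by 64 probe sets over 8-fold lower in monolayer 1, which a minority cannot give. A state shared by the replicate 1 cultures is consistent with the 87.5% of the 504 that deviate the same way in spheroid 1, although 64.1% of the 78 of monolayer 2 did so in spheroid 2 and 75% of the 140 of monolayer 3 in spheroid 3, so that it may not be particular to replicate 1. A replacement of most cells, a drift of the culture or a difference in handling stays open and was not tested.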

How the results depend on the processing

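The setting with the 75th percentile, picked out of 30 for its match to the paper's values, and the splits for the counts of changed probe sets were chosen after the results were seen. Of the 128 called probe sets of named genes, 124 kept their call on the values as deposited, 125 after quantile normalization and 105 with the floor. Among bright probe sets 115 of 115 kept it, without the trend 59 and by the methods' t-test 53. With the replicate block 127 kept it, and without 1 array 109 to 124. Under the added setting 67 of the 128 kept it. None of them turned direction. The upregulation of TNFAIP6, CCL5 and MMP2 (at its bright probe set) passed under each planned setting and the added one. It did not pass in all of the 30 combinations, of which 4 with unequal variances called none of Table S1. That of TNFSF13B failed without the trend at 1 probe set and by the methods' t-test. The Table 3 probe set of TNFSF13B also failed under the added setting (adjusted p = 0.0611 by the methods' t-test). The cause of the changes below was not tested, except that the filter on dim probe sets removes probe sets. Signal over background could not be assessed without detection calls, which limits dim probe sets most.

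Limma without the trend gave 457 changed probe sets, 457 over 2-fold, 353 over 3-fold and 157 over 5-fold, 16 of 27 in Table 3 and 0 of PKM, SLC2A4 and SLC2A1 (1 in the main setting). The methods' t-test gave 1241, 763, 291 and 108, with 13 and 0, and at an unadjusted p under 0.05 it gave 10731, 4045 and 1649. The added setting of the 75th percentile gave 1806, 900, 368 and 142, with 15 and 0. The floor gave 658 over 3-fold and 164 over 5-fold, and bright probe sets alone 200 over 5-fold and 75 of 142 in Table S1. The excess of the correlation within groups was 0.0348 over bright probe sets alone (0.0135 over all). With an estimated correlation, 0 lists were higher and 0 lower (13 and 5 at the preset correlation). Fry also gave 13 and 5, without the collagen and TCA lists (adjusted p = 0.0945 and 0.0714 by fry) and with the hyaluronan and heat shock lists in their place. Without 1 array the changed probe sets ranged from 2438 (without monolayer 2) to 6577 (without monolayer 1), those over 3-fold from 648 (without spheroid 3) to 1372 (without monolayer 1) and those over 5-fold from 283 (without monolayer 3) to 622 (without monolayer 1).

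PKM turned from -0.11 to 0.0342 on the values as deposited, 0.0408 after quantile normalization and 0.0265 in the added setting, and ranged from -0.21 to 0.0201 without 1 array. Without 1 array KRT5 ranged from -0.39 to 1.88, the first dim MMP2 probe set from -0.0519 to 0.67, the second WT1 probe set from -0.35 to 0.0203, and HMGA2 and MME, with their lowest values without monolayer 1, from -1.47 to 2.21 and from -0.91 to 2.12. None of these 6 was called in the main setting.

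The labels do not say whether cultures of the same number were grown together. With the replicate block the counts were 6133, 2929, 1104 and 465. Residuals of same-numbered arrays correlated at 0.09, -0.01 and 0.02 over all probe sets and at 0.40, 0.08 and 0.20 over bright ones, where those of other pairs ran from -0.37 to 0.24.

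The 6 arrays can be split 3 against 3 in 10 ways, too few for a share under 0.05. The real split had the highest count, in 1 of 10, for changed probe sets (5149, highest other 0 by limma, at 12292 against 3087 by unadjusted p), over 2-fold (2622, 0), 3-fold (1026, 0) and 5-fold (444, 0), Table S1 (142, 0) and Table 3 (27, 0). For the last 2 this was fixed beforehand, since the study chose those probe sets for differing in the real split. For lists in 1 direction at the preset correlation, 2 of 10 splits gave as many as the 13 higher lists (highest other 13) and 10 of 10 as many as the 5 lower ones (highest other 13).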

Differences from the paper's values

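Counts here are at an adjusted p under 0.05 by limma unless another test is named. The added setting named below was chosen after seeing the values.

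The paper's count of changed probe sets is 1808, and 5149 were found here. Of the settings planned before the data were examined, the methods' t-test (1241), without monolayer 2 (2438) and without monolayer 3 (2473) came within 1.5 times the paper's count, and the others did not. The paper's upregulated probe sets are 639 against 1519 here, within reach without monolayer 2 (826), monolayer 3 (813), spheroid 1 (912) or spheroid 3 (632) and under no other planned setting. Its downregulated probe sets are 1115 against 3630, within reach by the methods' t-test (974) and without monolayer 2 (1612) or 3 (1660) and under no other planned setting.

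Over 2-fold the paper gives 901 (397 up, 504 down) and 2622 (979 up, 1643 down) were found. The methods' t-test came within 1.5 times for the total (763) and the downregulated (576), leaving out spheroid 3 for the upregulated (504), and no other planned setting did. Over 3-fold the paper gives 368 (220 up, 148 down) and 1026 (549 up, 477 down) were found. Limma without the trend came within reach for all of these (353, 167 and 186), the methods' t-test for the total (291) and the downregulated (169), leaving out spheroid 3 for the upregulated (316), and no other planned setting did. Over 5-fold the paper gives 142 (112 up, 30 down) and 444 (285 up, 159 down) were found. The floor (164, 126 and 38) and bright probe sets alone (200, 163 and 37) came within reach for all of these, limma without the trend for the total (157) and the upregulated (104), the methods' t-test for the total (108) and the downregulated (40), and no other planned setting did.

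The setting of the 75th percentile, with signals raised to at least 1 and the methods' t-test, was chosen after seeing the values, drops 0 of the paper's 142 probe sets of Table S1, and calls 15 of the 27 of Table 3. It gave 1806 changed probe sets (691 up, 1115 down), 900.0 over 2-fold (396 up, 504 down), 368 over 3-fold (220 up, 148 down) and 142 over 5-fold (112 up, 30 down). Under it all 142 folds of Table S1 lay within 0.001 of the paper's on the log2 scale. This setting was picked, for its match to the paper's values, out of 30 combinations of 5 floors, 3 scalings and a t-test with equal or unequal variances that were all run after seeing the values. The 15 combinations with equal variances gave 1240 to 2004 changed probe sets, all within 1.5 times the paper's count, and the 15 with unequal variances gave 1 to 81. Of the other combinations of floor and scaling, the closest had 112 of the 142 folds within 0.001, so the match of the folds tells these settings apart and the total count does not.

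For SLC2A1 the paper's fold is 3.46, and 2.02 was found at the brighter probe set, with no setting closing the gap. The dimmer probe set of SLC2A1 gave 3.15, and 3.46 under the added setting of the 75th percentile, which was chosen after seeing the values. In Table 3 the paper's folds are 7.7 for FDCSP (listed as C4orf7), 6.5 for FPR1 and 5.9 for HLA-DRB1, and 14.7, 11.6 and 10.9 were found, with no setting closing the gap. The paper's own Table S1 gives 16.1, 12.7 and 12.0 for these probe sets, so the gap lies between the paper's tables. For LST1 the paper's fold is 6.8 and 14.9 was found. A fold is taken to differ when it is over 1.5 times apart and by more than the larger replicate SD on the log2 scale. LST1 no longer differed without monolayer 2 (12.6), spheroid 2 (13.3) or spheroid 3 (11.4), and under the other planned settings it did. For MRGPRX3 the paper's fold is 6.4 and 19.2 was found, which no longer differed with the floor (14.7) and without monolayer 1 (11.1) or spheroid 3 (15.9), and did under the other planned settings.

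In Table S1 the paper's fold of EHF is 7.54 and 13.4 was found, which no longer differed without monolayer 1 (9.91) or spheroid 2 (12.5) alone. That of PRR5L is 5.42 and 8.93 was found, which no longer differed without monolayer 1 (7.77) or spheroid 3 (7.89) alone. Those of a probe set without a gene symbol and of LINC00504 are 5.53 and 10.5, and 9.68 and 24.0 were found. They differed under every planned setting except the filter on dim probe sets, which removes both. With the floor all 4 turned from above the paper's folds to below them, at 2.32 for EHF, 1.67 for PRR5L, 1.70 for the probe set without a symbol and 3.23 for LINC00504. The added setting, chosen after seeing the values and dropping 0 of the 142 probe sets, gave 7.54, 5.42, 5.53 and 10.5.

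The paper states that PKM2 and GLUT4 rose. The annotation used here assigns neither PKM probe set to the M1 or the M2 isoform, so PKM2 alone was not measured. PKM was not called, at a fold of 0.926, and lay above 1 on the values as deposited (1.02), after quantile normalization (1.03), without spheroid 2 (1.01) and under the added setting (1.02). SLC2A4 was higher by 2.86-fold but not called, and SLC2A1 was called. The paper lists SOD2 among downregulated apoptosis genes, which holds for 1 probe set in Table S1 (log2 fold change -2.61) and not for the other 2 in its upregulated part (2.27 and 2.69), which the annotation used here assigns to SOD2 or an overlapping transcript. The paper's own Table 2 also lists SOD2 among upregulated genes, so the paper gives it in both directions. The paper draws Table 3 from the probe sets of Table S1, of which 15 of its 27 are members and 12 are not. The paper's upregulated and downregulated counts do not add to its total. Its fold of MMP2 is 8.4 in Table 3 and 12.1 in Table S1, and 11.0 was found.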

Other observations

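Genes of ribosome production and some YAP and TAZ targets were lower in spheroids. Of 16 genes of ribosome biogenesis, 11 were lower, none was higher and 5 did not pass limma (14 lower when adjusted over the list alone). RRS1, a ribosome assembly factor, fell from a signal of 875 ± 59.1 (SD, n = 3) to 279 ± 35.3 (SD, n = 3), and POLR1B, a subunit of RNA polymerase I, from 583 ± 30.7 to 264 ± 22.1. Of 14 YAP and TAZ targets, 5 were lower and 9 did not pass (8 lower when adjusted over the list alone), among them the secreted matrix protein CCN2 at -1.81 (standard error 0.25) and tissue factor (F3) at -1.29 (standard error 0.12) on the log2 scale. The camera calls of both lists (adjusted p = 3.55e-09 and 4.33e-06) had adjusted p = 0.258 and 0.187 with an estimated correlation. Of 20 genes of the unfolded protein response and ATF4, 2 were higher, 3 lower and 15 did not pass (6 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.450, and adjusted p = 0.838 with an estimated correlation). No list of serine synthesis was fixed, and of its genes in this list PHGDH, the first enzyme, fell from 611 ± 64.3 to 180.3 ± 12.3, and PSAT1, the next one, had -1.59 (standard error 0.22), while the chaperone DNAJB9 and the mTOR inhibitor DDIT4 rose by 1.21 and 1.33. Of 16 TCA cycle and respiratory chain genes, IDH3A at -0.83 (standard error 0.16) and SDHA at -0.61 (standard error 0.14) were lower and 14 did not pass (4 lower when adjusted over the list alone; adjusted p = 0.00221 by camera and adjusted p = 0.497 with an estimated correlation), and the list did not pass fry (adjusted p = 0.0714). The methods' t-test called 4 genes of ribosome biogenesis, 3 YAP and TAZ targets and 1 gene of the unfolded protein response lower, and 0 of the TCA cycle, where limma at an unadjusted p under 0.05 gave 8 lower.

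Some genes of autophagy and of the matrix were higher, and inhibitors of cyclin-dependent kinases changed in both directions. Of 17 autophagy and lysosome genes, 3 were higher and 14 did not pass (7 higher when adjusted over the list alone), including the autophagosome protein GABARAPL1, which rose from 115 ± 25.3 to 455 ± 24.8, and WIPI1 at 2.20 (standard error 0.25). Of 26 collagens and matrix glycoproteins, 3 were higher (COL6A2, LAMB3 and FBN1), thrombospondin 1 (THBS1) was lower and 22 did not pass (6 higher and 1 lower when adjusted over the list alone). The camera calls of these lists (adjusted p = 1.37e-04 and 0.00745) had adjusted p = 0.330 and 0.330 with an estimated correlation, and the collagens did not pass fry (adjusted p = 0.0945). Of 7 inhibitors of cyclin-dependent kinases, CDKN2B rose from 128 ± 27.9 to 773 ± 100.3 and CDKN1C had 1.43 (standard error 0.22), while CDKN3, a phosphatase expressed in dividing cells, had -1.49 (standard error 0.16) and 4 did not pass (2 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.178, and adjusted p = 0.360 with an estimated correlation). Of 12 genes of hyaluronan metabolism and binding, TNFAIP6 and HAS3 were higher and HMMR, which also serves in mitosis, lower at -1.34 (standard error 0.20) (2 higher and 1 lower when adjusted over the list alone). Of 17 markers of squamous epithelium, 5 were higher and none lower (5 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.126). The methods' t-test called 1 gene higher in each of the autophagy, kinase inhibitor and hyaluronan lists, and 0 collagens and 0 squamous markers, where limma at an unadjusted p under 0.05 gave 7 higher and 1 lower, and 5 higher and 2 lower. PDGFRA, a fibroblast marker, rose from 4.72 ± 2.59 to 64.9 ± 36.8. Of 17 ribosomal protein genes limma called 0, with 0 at an unadjusted p under 0.05 and 0 by the methods' t-test. Among 10 reference genes limma called 2 lower and 0 higher (5 lower when adjusted over the list alone), and the methods' t-test called 0. Their median log2 fold change was -0.27, with -0.13 on the values as deposited and -0.17 after quantile normalization. Camera with a preset correlation did not call them (adjusted p = 0.113).

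Without the trend or by the methods' t-test CCN2, PSAT1, DNAJB9, DDIT4, IDH3A, SDHA, WIPI1, COL6A2, LAMB3, FBN1, THBS1, CDKN1C, CDKN3, HMMR, HAS3 and PDGFRA did not pass, nor did DDIT4, SDHA, FBN1 and THBS1 with the floor. Without single arrays IDH3A (monolayer 3), SDHA (monolayer 2 or 3, spheroid 1 or 2), COL6A2 (monolayer 3 or spheroid 2), LAMB3 (spheroid 2 or 3), FBN1 (any array but monolayer 1), THBS1 (monolayer 3, spheroid 2 or 3) and HAS3 (any of the 6 arrays, and with a replicate block) did not pass. The third called autophagy gene, CTSS, did not pass without any of the 6 arrays, with the floor, without the trend or by the methods' t-test.

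The RNA of markers that the paper cites from earlier work was measured here as well. Protein was not measured, so protein results of that work were not tested. Mesothelin (MSLN) had a signal of 247 ± 87.0 in monolayers and 362 ± 57.7 in spheroids (adjusted p = 0.320 by limma) and passed without monolayer 1. WT1 had 1548 ± 262 in monolayers and 1886 ± 108 in spheroids (log2 fold change 0.15, adjusted p = 0.663 by limma) and -0.18 at a dimmer probe set. Calretinin (CALB2) had 609.6 ± 843 in monolayers and 1773 ± 461 in spheroids (adjusted p = 0.125 by limma). CALB2 passed with the replicate block and without monolayer 1. Its log2 fold change was 2.49, with 3.74 without monolayer 1 and 1.62 without monolayer 3. Its mean in monolayers rests on a signal of 1582 in monolayer 1, against 163 and 83.6 in monolayers 2 and 3. Cytokeratin 5 (KRT5) had 685 ± 1005 in monolayers and 489 ± 365 in spheroids and thrombomodulin (THBD) 192 ± 136 in monolayers and 79.0 ± 21.9 in spheroids (adjusted p = 0.844 and 0.109 by limma), of which THBD passed with the replicate block. The log2 fold change of KRT5 was 0.49 (standard error 1.03), since its mean in monolayers rests on a signal of 1845 in monolayer 1 against 130 and 79.3 in the others, and without monolayer 1 it was called higher (1.88). E-cadherin (CDH1) had 7.37 ± 5.31 in monolayers and 4.15 ± 5.06 in spheroids (adjusted p = 0.556 by limma). Its log2 fold change was -1.25 (standard error 1.04), with -2.21 without monolayer 3 and -2.18 without spheroid 2. A second CDH1 probe set had -0.51. MCL1 had 1837 ± 129.8 in monolayers and 2337 ± 83.6 in spheroids (log2 fold change 0.20, adjusted p = 0.394 by limma) and passed on the values as deposited. A second bright MCL1 probe set had 1431 ± 374 in monolayers and 1295 ± 168 in spheroids (log2 fold change -0.26, adjusted p = 0.545 by limma), and the dimmer ones ranged from -0.19 to 0.16.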
